A study of Homo sapiens with 6 samples.

How the data were processed

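Messenger RNA abundance was measured by RNA-seq in 6 libraries from RPE-1 cells, a human retinal pigment epithelial cell line. The line carries GFP-tagged CETN2, a protein of the centriole, and a PLK4 gene under a doxycycline-inducible promoter. Per the labels, 3 libraries came from cells transfected with an siRNA against the splicing factor SON (siSON) and 3 from cells transfected with a scramble siRNA (siControl), and PLK4 was induced with doxycycline at 1 µg/mL in all of them. Per the labels' protocols, total RNA was isolated with a Monarch miniprep kit and libraries were made with a Nugen Universal Plus mRNA-seq kit.

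The authors deposited whole-number read counts per gene, not normalized, with 1 column per library and no pooling of replicates. The table lists 58735 genes by Ensembl identifier, name and biotype, and 29479 of them had 0 counts in all 6 libraries. The aligner, the counting program, the genome build, the annotation release, the strand setting and the treatment of reads that map to several places are not stated. All 58735 identifiers and 100% of the biotypes matched GENCODE release 29 of GRCh38, as did 99.51% of the gene names, so positions, exon numbers, GC content, transcript lengths and intron lengths were taken from that release. Because the strand setting and the treatment of multi-mapping reads are not stated, counts of genes that overlap another gene or have a near-identical copy are uncertain, and such overlaps are given beside the genes named. Gene counts do not show which introns were removed, so splicing itself was not analysed here.

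Each column was matched to its library by the library's title. The replicate numbers 1, 2 and 3 come from those titles and are shared by both groups; what a number stands for is not stated, and the column names also place same-numbered libraries of the groups next to each other in the running sample order. All 6 columns carry the same lane tag. Whether the numbers pair the libraries was checked by correlating each library's deviations from its group mean across genes. The mean correlation was 0.119 for same-numbered libraries (0.0461 to 0.194) and -0.0595 for libraries with different numbers (-0.138 to 0.0286). Principal component 2, with 5.26% of the variance, was positive for replicate 1 of both groups and negative for the other 4 libraries. The counts of changed genes, the list shifts and the genes the naming rule below selects are therefore given with and without the replicate number as a block. The splits, the matched lists, the correlation with expression level and the shares of counts were computed without it.

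Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr (minimum count 10), libraries were scaled by the trimmed mean of M values (TMM), and groups were compared with a robust quasi-likelihood fit with the group alone as predictor. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p under 0.05 were called changed. All adjusted p-values for single genes come from this test unless another is named. Standard errors were computed as the absolute log2 fold change divided by the square root of the quasi-likelihood F. Log2 fold changes are siSON over siControl. CPM values, counts scaled to a common library size, were computed from the deposited counts with TMM-scaled library sizes and are given as mean ± SD over the 3 libraries of a group. A separate 2-sided exact permutation test of log2 CPM was run for SON, PLK4 and CETN2; with 3 libraries against 3 its smallest possible p is 0.1.

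The 5 gene lists were written from general knowledge before the data were examined, because the study concerns centriole assembly and intracellular trafficking. They hold genes of centriole assembly, centriolar satellites, gamma tubulin with the pericentriolar material, Golgi with Rab trafficking, and genes reported earlier as splicing targets of SON. A shift of a whole list was tested with limma 3.58.1 camera on log2 CPM (prior count 2, inter-gene correlation 0.01), adjusted over the 5 lists. In the text, the genes named are SON, PLK4 and CETN2; the 5 with the largest rises and the 5 with the largest falls among changed genes with a mean log2 CPM of at least 1 and non-overlapping groups; the 4 listed genes with the smallest adjusted p in each list; and all genes of the list of earlier SON targets. A gene outside this rule is said to have been chosen after its values were seen. Some genes that the rule selects, and 1 of the 3 further lists tested for the closing section, are not reported here.

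Library totals ran from 54572365 to 69764836 counts. The smallest level that could be seen, 3 counts, was 0.0430 to 0.0550 CPM before TMM scaling, which covers counting error only, since reads without molecular identifiers are not independent molecules.

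Alternatives chosen before the data were examined were DESeq2 1.42.0, limma-voom, relative log expression (RLE) factors, scaling by library size only, no filter, a mean count of at least 50, the replicate block, leaving out each replicate in turn, an adjusted p under 0.01, a glmTreat test against a 1.5-fold change, and camera with the inter-gene correlation estimated. Alternatives chosen after the data were seen were a correction for GC content and transcript length (loess span 0.3), thinning of every library to the smallest total, cyclic loess normalization, camera under other scalings, camera with the inter-gene correlation estimated together with the block, and the GC and length correction and cyclic loess normalization each together with the block. The closing section gives their effect.

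The fits were tested on simulated counts with 200 genes changed by known amounts. The edgeR fit recovered 158 of the 200 genes with 14 false calls among 16240 genes tested, and the fit with the block recovered 156 with 13 false calls. Rises and falls were equally many in this simulation, and it held no replicate effect. In the data 71.7% of genes tested were called changed. These rates therefore do not give the error rates for the data, and the block itself was not tested. An artificial GC trend gave 7129 calls among 16205 genes with no true change, and 0 calls after the GC and length correction. No column of the table was left out.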

Results

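The data were gene-level RNA-seq counts from RPE-1 cells in which PLK4, the kinase that starts centriole duplication, was induced with doxycycline. The 6 libraries fell into 2 groups of 3, cells given an siRNA against SON and cells given a scramble siRNA. SON is a nuclear speckle protein that acts in pre-mRNA splicing. The comparison asked how mRNA abundance changes when SON is depleted while PLK4 is induced. The siControl libraries held 65800063, 58917762 and 69764836 counts, and the siSON libraries held 62723275, 54614539 and 54572365. Protein-coding genes took 97.7% to 98.2% of the counts, mitochondrial genes took 6.08% to 6.77%, and the 20 most counted genes took 11.9% to 12.9%. At least 1 count was found for 23876, 23748 and 23479 genes in the siControl libraries and for 22602, 21908 and 21933 genes in the siSON libraries. No pair of replicates agreed within sampling noise, with a chi-square per degree of freedom of 6.94 to 25.2. The lowest values, 7.24 and 6.94, belonged to replicates 2 and 3 of each group, and the pairs that included replicate 1 ranged from 18.6 to 25.2. Spearman correlations of log2 CPM between replicates, across genes, were 0.994 to 0.997. Principal component 1 held 85.3% of the variance and separated the groups.

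The target of the siRNA was examined first. SON (ENSG00000159140; GRCh38 chromosome 21, 33542618 to 33577481, plus strand, 13 exons) had 295.3, 312.7 and 283.9 CPM in siControl replicates 1 to 3 and 67.96, 69.96 and 65.00 CPM in siSON replicates 1 to 3. The group values were 297 ± 14.5 CPM (SD, n = 3) and 67.6 ± 2.50 CPM (SD, n = 3), so that 22.8% of the control level remained. The log2 fold change was -2.14 (SE 0.06, edgeR adjusted p 6.78e-10), and with the replicate block it was -2.14 (adjusted p 2.42e-11), where the mean correlation of deviations of same-numbered libraries was 0.119. The alternative that moved the value most was cyclic loess normalization, with a log2 fold change of -2.42. The 2-sided exact permutation test gave p = 0.1, the smallest it can give. The SON gene shares its span with MIR6501 on the same strand and with DONSON and GART on the other.

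PLK4 and CETN2 are the genes altered in this line. PLK4 (ENSG00000142731; GRCh38 chromosome 4, 127880861 to 127899195, plus strand, 16 exons) had 177 ± 12.4 CPM (SD, n = 3) in siControl and 138.3 ± 23.3 CPM (SD, n = 3) in siSON. Its log2 fold change was -0.36 (SE 0.11, edgeR adjusted p 0.0143), and -0.37 (adjusted p 8.91e-05) with the replicate block (same-numbered correlation 0.119). Without siSON replicate 1, which had the lowest value at 113.1 CPM, the log2 fold change was -0.22 (adjusted p 0.0122). Counts from the native gene and from the inducible copy are not separated in the table, and the gene overlaps RNU6-583P on the same strand. CETN2 (ENSG00000147400; GRCh38 chromosome X, 152826973 to 152830777, minus strand, 5 exons) rose from 624 ± 25.1 CPM (SD, n = 3) to 814 ± 42.4 CPM (SD, n = 3). The CETN2 log2 fold change was 0.38 (SE 0.05, edgeR adjusted p 5.89e-05), and 0.38 (adjusted p 1.83e-06) with the block. Counts of tagged and untagged CETN2 are likewise not separated, so the rise cannot be assigned to either. The rise was lost under cyclic loess normalization, which gave -0.035 (SE 0.046, limma adjusted p 0.518), and not under the other scalings. For both genes the groups did not overlap and the 2-sided exact permutation test gave its smallest possible p, 0.1.

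**Figure D1:**
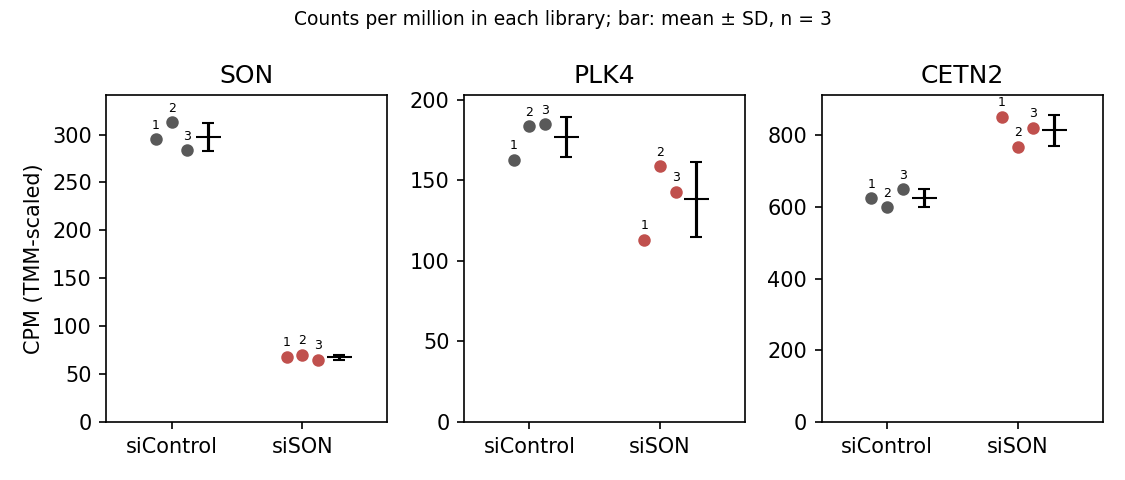
CPM (vertical axis, TMM-scaled) of SON, PLK4 and CETN2 in each siControl and siSON library, with points numbered by replicate and a bar for the mean ± SD of 3 libraries. SON lies at 283.9 to 312.7 CPM in siControl and 65.00 to 69.96 CPM in siSON, PLK4 is lower in siSON, and CETN2 is higher in siSON under this scaling.

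Among 16591 genes tested, 11888 (71.7%) had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 5834 higher and 6054 lower after SON knockdown. At least a 2-fold change was seen for 4853 of them, 1447 higher and 3406 lower. This split also depended on the scaling, with 938 higher and 4061 lower when library size alone was used. Under cyclic loess normalization it was 1899 higher and 2667 lower. With the replicate block 12313 genes were called, 6052 higher and 6261 lower, and 4866 of these changed at least 2-fold (same-numbered correlation 0.119). Both fits called 11798 genes, and all 11888 kept their sign. The groups did not overlap for 12457 genes (75.1%), against 10% by chance for 3 libraries against 3, and for 11652 of the genes called. The median absolute log2 fold change of the genes called was 0.84, and the common biological coefficient of variation was 8.80%. The count moved most under a filter on a mean count of at least 50, to 10226 of 13136 genes. The split between directions depended on the scaling: higher genes made up 49.1% of calls under TMM, and 37.7% (4441 higher, 7351 lower) when library size alone was used. Scaling by library size alone shifted the log2 fold changes by a median of -0.20. Of 13008 protein-coding genes tested, 10072 were called changed.

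**Figure D2:**
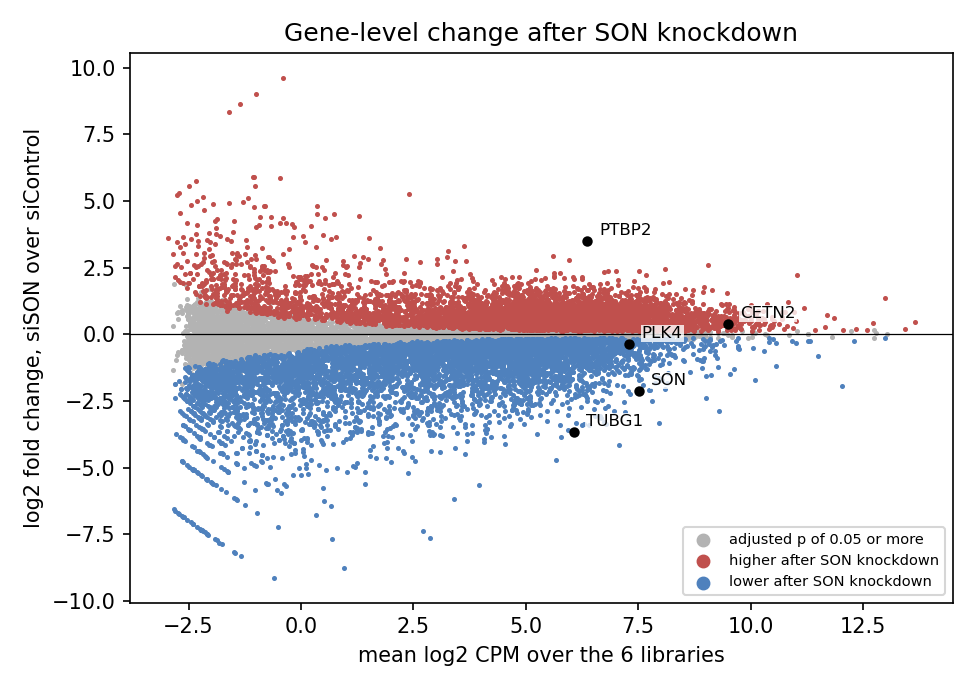
Log2 fold change (siSON over siControl, vertical axis) against mean log2 CPM over the 6 libraries (horizontal axis) for the 16591 genes tested, coloured by call at an adjusted p of 0.05. Of the genes called, 5834 lie above 0 and 6054 below, SON lies at -2.14, and changes of at least 2-fold are more often falls (3406) than rises (1447). These counts are for TMM scaling.

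The largest rises among changed genes with a mean log2 CPM of at least 1 were those of BST1, SLC1A3, AP003469.4, PTBP2 and CTH. BST1 (chromosome 4, 15702950 to 15738313, 10 exons; overlapping FAM200B on the same strand and AC114744.1 on the other) rose from 0.270 ± 0.20 to 10.6 ± 1.54 CPM (SD, n = 3 each), with a log2 fold change of 5.27 (SE 0.32, adjusted p 1.55e-07). SLC1A3 (chromosome 5, 36606355 to 36688334, 10 exons; overlapping AC008957.3 on the same strand and AC008957.1 and AC008957.2 on the other) rose from 0.221 ± 0.105 to 4.87 ± 0.803 CPM, a log2 fold change of 4.45 (SE 0.29, adjusted p 1.26e-07). AP003469.4, a lincRNA of 1 exon (chromosome 8, 101166805 to 101169629), rose by 3.61 (SE 0.29, adjusted p 7.26e-07) on the log2 scale. PTBP2 (chromosome 1, 96721665 to 96823738, 14 exons; a paralog of PTBP1 and PTBP3) was counted far more deeply and rose from 13.4 ± 1.79 to 152.2 ± 7.0 CPM, a log2 fold change of 3.50 (SE 0.09, adjusted p 6.78e-10). CTH (chromosome 1, 70411218 to 70439851, 12 exons; overlapping RF00017) rose by 3.30 (SE 0.16, adjusted p 1.57e-08) on the log2 scale. With the replicate block the log2 fold changes were 5.31, 4.44, 3.65, 3.51 and 3.29 in the same order, with adjusted p-values of at most 4.85e-08 (same-numbered correlation 0.119).

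The largest falls were those of MAMDC4, PLEKHG4, ARRDC1, PCED1A and SH2D2A. MAMDC4 (chromosome 9, 136850943 to 136860799, 29 exons; overlapping PHPT1 on the same strand) had 1075, 955 and 903 counts in the siControl libraries and 9, 0 and 2 counts in the siSON libraries, a log2 fold change of -7.65 (SE 0.34, adjusted p 1.39e-08). PLEKHG4 (chromosome 16, 67277510 to 67289499, 22 exons; overlapping KCTD19 on the other strand) fell from 12.7 ± 0.927 to 0.0729 ± 0.0509 CPM (SD, n = 3 each), a log2 fold change of -7.37 (SE 0.25, adjusted p 1.88e-09). For ARRDC1 (chromosome 9, 137605654 to 137615360, 8 exons; overlapping AL590627.2 on the same strand and ARRDC1-AS1 on the other) the log2 fold change was -6.18 (SE 0.23, adjusted p 3.30e-09). PCED1A (chromosome 20, 2835314 to 2841190, 8 exons; overlapping VPS16 on the other strand) fell from 30.0 ± 1.59 to 0.597 ± 0.136 CPM, a log2 fold change of -5.64 (SE 0.14, adjusted p 6.04e-10). SH2D2A (chromosome 1, 156806243 to 156816862, 9 exons; sharing its span with a gene on the other strand) had a log2 fold change of -5.60 (SE 0.29, adjusted p 2.35e-08). The values with the replicate block were -7.66, -7.36, -6.19, -5.65 and -5.60, with adjusted p-values of at most 7.00e-09 (same-numbered correlation 0.119).

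The study's subject is centriole assembly, so a list of centriole assembly genes was examined next. Of 54 such genes tested, 43 were called changed, 12 higher and 31 lower, and 43 when p-values were adjusted over the list alone. With the replicate block 45 were called (same-numbered correlation 0.119). The share changed was 79.6%, beside 71.7% of all genes tested, and it was not high for the expression of these genes: of the 53 with annotated introns and GC content 81.1% were changed, against a mean of 79.2% in lists matched on expression (percentile 68.9). The list's median log2 fold change was -0.35, and camera gave a downward shift (limma adjusted p 0.0231, and 0.0157 with the block). That shift was not past 0.05 when the inter-gene correlation was estimated from the 6 libraries (adjusted p 0.632, and 0.390 with the block). The smallest adjusted p belonged to CCDC15 (chromosome 11, 124954121 to 125041489, 16 exons), which fell from 12.7 ± 0.964 to 1.88 ± 0.104 CPM (SD, n = 3 each; log2 fold change -2.75, SE 0.12, adjusted p 7.30e-09, and 1.34e-09 with the block). FBF1, PPP1R35 and CNTROB followed with log2 fold changes of -4.18, -2.21 and -1.53 (adjusted p 1.24e-08, 1.64e-08 and 7.49e-08; with the block -4.19, -2.21 and -1.54, adjusted p 2.37e-09, 5.14e-09 and 1.68e-08). FBF1 overlaps AC087289.3 on its own strand, PPP1R35 overlaps AC092849.1 and AC092849.2 on the other strand, and CNTROB overlaps TRAPPC1 on the other strand. The members did not fall alike, as genes chosen after their values were seen show. CEP192 (log2 fold change -1.14, adjusted p 1.03e-06) and CEP152 (-0.34, adjusted p 0.0182) fell, and CENPJ rose (0.54, adjusted p 0.00123). SASS6 (0.12, adjusted p 0.274) and STIL (0.09, adjusted p 0.512) were not called.

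Centriolar satellites are granules around the centrosome that carry centriole proteins. Of 45 satellite genes tested, 33 were called changed, 9 higher and 24 lower, and 33 over the list alone. With the replicate block 36 were called (same-numbered correlation 0.119). The median log2 fold change was -0.28, with a downward shift in camera (limma adjusted p 0.0291, and 0.0248 with the block) that was not past 0.05 with the correlation estimated (adjusted p 0.480, and 0.314 with the block). DZIP1 (chromosome 13, 95578202 to 95644703, 23 exons; overlapping CLDN10 on the other strand) fell from 93.5 ± 1.54 to 30.3 ± 1.28 CPM (SD, n = 3 each; log2 fold change -1.62, SE 0.06, adjusted p 2.85e-09, and 3.12e-10 with the block). CEP131 (overlapping AC027601.2 on the other strand) and CCDC61 (overlapping MIR769 on its own strand and PGLYRP1 on the other) had log2 fold changes of -1.85 and -5.15 (adjusted p 1.57e-08 and 3.13e-08; with the block -1.85 and -5.14, adjusted p 2.95e-09 and 8.51e-09). FOPNL (overlapping RNU6-213P on its own strand and AC130651.1 on the other) rose by 1.10 (adjusted p 3.67e-07; 1.11 with the block, adjusted p 1.10e-08). PCM1, the scaffold of the satellites, chosen after its values were seen, fell from 140 ± 1.97 to 122 ± 2.70 CPM (SD, n = 3 each; log2 fold change -0.20, SE 0.05, adjusted p 0.00339, and 0.00144 with the block).

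Of 47 genes of gamma tubulin and the pericentriolar material, 40 were called changed, 18 higher and 22 lower, and 40 over the list alone. The split was 11 higher and 27 lower with library size alone, and 11 and 25 under cyclic loess normalization. After the GC and length correction it was 16 and 21. With the replicate block 43 were called (same-numbered correlation 0.119). The median log2 fold change was -0.17. It was -0.37 with library size alone, -0.28 under cyclic loess normalization and -0.036 after the GC and length correction. Camera gave no shift past 0.05 (limma adjusted p 0.237, and 0.230 with the block), although under cyclic loess normalization it did (adjusted p 0.0112, and 0.0110 with the block). The median of -0.17 lay below the central 95% of medians (-0.11 to 0.39) of lists matched on expression, GC content and intron length. TUBG1 (chromosome 17, 42609676 to 42615234, 11 exons; overlapping RETREG3 on the other strand), which has a paralog, TUBG2, and a pseudogene named after it, fell from 124 ± 7.85 to 9.82 ± 1.17 CPM (SD, n = 3 each; log2 fold change -3.66, SE 0.09, adjusted p 6.06e-10, and 1.30e-11 with the block). TUBGCP2 (overlapping AL360181.2 on its own strand, and ZNF511 and ZNF511-PRAP1 on the other), PCNT (overlapping RPL18AP2 on the other strand) and LRRC45 (overlapping CENPX on the other strand) had log2 fold changes of -1.80, -1.90 and -2.83 (adjusted p 1.99e-09, 3.31e-09 and 3.78e-09; with the block 1.14e-10, 2.85e-10 and 6.15e-10).

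Intracellular trafficking was addressed with a list of Golgi and Rab trafficking genes. Of 115 such genes tested, 96 were called changed, 72 higher and 24 lower, and 96 over the list alone. With the replicate block 97 were called (same-numbered correlation 0.119). The median log2 fold change was 0.32, and 0.12 under scaling by library size alone. Camera gave an upward shift (limma adjusted p 0.000331, and 0.000344 with the block). The shift was not past 0.05 under cyclic loess normalization (adjusted p 0.108, and 0.104 with the block) or with the correlation estimated (adjusted p 0.240, and 0.314 with the block), and the list's median lay at percentile 80.8 of 10000 random lists matched on expression, GC content and intron length. RAB1A (chromosome 2, 65070696 to 65130331, 8 exons; a paralog of RAB1B, overlapping CEP68 on the other strand) rose from 91.5 ± 5.46 to 278 ± 8.78 CPM (SD, n = 3 each; log2 fold change 1.60, SE 0.06, adjusted p 2.78e-09, and 9.06e-11 with the block). SEC24C, KLC2 and DCTN2 had log2 fold changes of -1.27, -2.87 and -1.15 (adjusted p 3.92e-09, 1.13e-08 and 1.42e-08; with the block 3.18e-10, 7.78e-11 and 1.02e-09). SEC24C overlaps AC022400.8, KLC2 overlaps AP001107.4, AP001107.7 and AP001107.8, and DCTN2 overlaps MBD6, each on the other strand.

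All 10 genes reported earlier as splicing targets of SON were called changed, 2 higher and 8 lower, with 10 over the list alone and 10 with the replicate block (same-numbered correlation 0.119). Their median log2 fold change was -1.85, with a downward camera shift (limma adjusted p 0.00272, and 0.00284 with the block) that was not past 0.05 with the correlation estimated (adjusted p 0.240, and 0.314 with the block). Besides TUBG1, TUBGCP2 and PCNT, the genes that fell included FANCG (-2.45), AKT1 (-1.90) and HDAC6 (-0.85), each with its log2 fold change. FANCG (chromosome 9, 35073835 to 35080016, 14 exons) went from 49.2 ± 3.05 to 9.01 ± 0.423 CPM (SD, n = 3 each; SE 0.08, adjusted p 1.62e-09, and 1.26e-10 with the block). The adjusted p-values of AKT1 and HDAC6 were 3.72e-09 and 5.30e-05 (1.42e-10 and 5.98e-06 with the block), and AKT1 overlaps AL583722.2 on the other strand. KMT5A rose by 1.25 (SE 0.05, adjusted p 8.70e-09, and 7.72e-10 with the block) on the log2 scale. AURKB rose by 0.37 (SE 0.08, adjusted p 0.00204; 0.36 with the block, adjusted p 0.00101), and this call was lost under scaling by library size alone (0.17, adjusted p 0.0980).

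**Figure D3:**
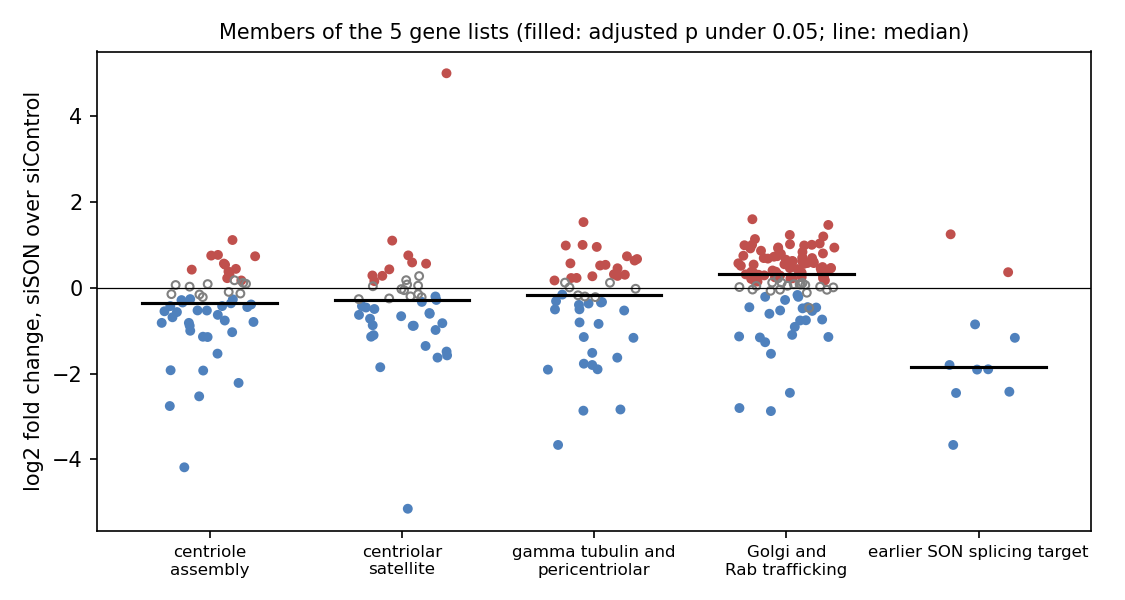
Log2 fold change (siSON over siControl, vertical axis) of each tested gene in the 5 gene lists, filled where the adjusted p is under 0.05, with a line at the list's median. The medians are -0.35, -0.28, -0.17, 0.32 and -1.85 from left to right, with members on both sides of 0 in every list; the highest point among the satellite genes is the weakly counted CCDC13, chosen after its values were seen, at a mean log2 CPM of -2.30.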

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

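The replicate block, the count and size filters, the other tools, the RLE and library-size scalings, the omission of each replicate and the estimated inter-gene correlation were chosen before the data were examined; the GC and length correction, the thinning, the cyclic loess normalization, the list shifts under other scalings and the estimated correlation with the block were chosen after the data were seen.

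The number of changed genes (11888) ranged from 10226 to 12604 over its 19 alternatives, and from 11153 to 11783 across the 6 fits that each left out one replicate. The number changed at least 2-fold (4853) ranged from 3355, with a mean count of at least 50, to 5634, with no filter; the test against a 1.5-fold change, which does not require a 2-fold estimate, called 6126. All planned list counts stayed within 1.5 times their value in every alternative. SON (-2.42 to -2.10) and PLK4 (-0.66 to -0.22) kept their direction and stayed under an adjusted p of 0.05 in all 18 alternatives. In the replicate block fit, 11798 of the 11888 genes were called again. Fewer were called again with the same sign under library size alone (10495), the GC and length correction (10433) and cyclic loess normalization (10022). Genes called in both fits with opposite signs numbered 88 under cyclic loess normalization (123 with the block), 180 under the GC and length correction (204 with the block), and 0 under the replicate block alone and every other tool, scaling, filter, thinning and omitted replicate. Library size alone shifted the log2 fold changes by a median of -0.20, and cyclic loess normalization by 0.14.

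Except for the gamma tubulin list, the shifts of whole lists depended most on whether the correlation between genes was assumed or estimated. With the correlation estimated, the adjusted p was 0.632 for centriole assembly, 0.480 for satellite genes, and 0.240 for both the Golgi and Rab and the earlier SON target lists; with the replicate block it was 0.390 for centriole assembly and 0.314 for the other 3. Estimating the correlation also lowers the degrees of freedom of the camera test, so the loss cannot be put down to the correlation alone. An estimate from 6 libraries is itself imprecise, and the cause was not tested. Across the 6 fits that each left out one replicate, the adjusted p ran from 0.00857 to 0.0534 for centriole assembly and from 0.0144 to 0.0534 for satellite genes; over all alternatives the ranges were 0.00533 to 0.632 and 0.00937 to 0.480. Under cyclic loess normalization the Golgi and Rab shift had an adjusted p of 0.108, and 0.104 with the replicate block (range over its alternatives 5.72e-07 to 0.314), whereas the gamma tubulin list passed 0.05 downward, with 0.0112, and 0.0110 with the block (range 0.0110 to 0.705). The earlier SON target list ranged from 7.59e-05 to 0.314.

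CETN2 reversed in sign under cyclic loess normalization, to -0.035 without and -0.035 with the replicate block (adjusted p 0.518 and 0.401; range over its alternatives 7.07e-12 to 0.518), values not distinguished from 0, so that the rise was lost. This normalization removes trends of each library with expression level, and protein-coding genes with a mean log2 CPM over 6, as CETN2 has, had a median log2 fold change of 0.33 before it and 0.05 after. Of the 612 values of the 34 genes selected by the naming rule, other than SON and PLK4, under the alternatives, 608 kept their direction and side of the threshold; besides CETN2, AURKB passed it neither with library size alone (0.17, adjusted p 0.0980) nor under cyclic loess normalization (0.19, adjusted p 0.0553). Genes with few counts in siSON moved in size across the alternatives. MAMDC4 rests on 9, 0 and 2 counts in the siSON libraries. Its log2 fold change ranged from -9.35, without siSON replicate 1, to -6.92, under the GC and length correction. For PLEKHG4 (7, 1 and 4 counts) it ranged from -7.95, without siSON replicate 1, to -6.62, under cyclic loess normalization. SH2D2A rests on 2 to 7 counts per siSON library and ranged from -5.86, without siSON replicate 3, to -4.85, under cyclic loess normalization.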

Other observations

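The tests of non-coding genes, of matched lists, of pseudogenes, of cyclic loess normalization, of GC content and expression level behind the intron pattern, of genes with a count after thinning, of the olfactory receptor share without OR2K2, and of library size behind the expression trend were chosen only after the result they bear on was seen; the other tests were set down before.

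Whether the large number of changed genes has a technical source was tested. After the trends of each library with GC content and transcript length were removed, 11814 genes were called, against 11888. After thinning to equal totals 11742 were called, and after cyclic loess normalization 11684. The share of counts in the 20 most counted genes differed by -0.148 percentage points between the group means, and the libraries' shares overlapped. None of these accounts for the count, although the corrections change which genes are called. Of the 11888 genes, 10433 were called again with the same sign after the GC and length correction. After thinning 11635 were, and after cyclic loess normalization 10022. Of the 10 splits of the 6 libraries into 3 and 3, 4 part all 3 same-numbered pairs, and of these only 1, the real one, gave as many changed, higher, lower or 2-fold changed genes, or as many changed genes in any of the 5 lists. The other 3 called 0 genes at an adjusted p under 0.05, with 22 to 40 genes at an unadjusted p under 0.05, against 12212 for the real split. The remaining 6 splits part 1 pair each and keep the others together; they also called 0 genes, with 35 to 93 at an unadjusted p under 0.05. Every other split puts libraries of both groups on each side, so the group difference itself widens the spread within a side and lowers their calls; their 0 calls say little. With 3 against 3 no share under 0.05 can be reached.

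Fold changes followed expression level. Among 13008 protein-coding genes the Spearman correlation across genes between log2 fold change and mean log2 CPM was 0.322 (genes are not independent replicates). The median log2 fold change was -0.78 for genes with a mean log2 CPM under 0 and 0.33 for those over 6 (-0.79 and 0.33 with the replicate block). After thinning to equal totals the weakly counted genes still had a median of -0.79, so a difference in library size is not the source. Cyclic loess normalization brought the medians to -0.20 and 0.05, but it removes such a trend whatever its origin. Whether the trend comes from the cells or from library preparation could not be told from these counts. It bears on the Golgi and Rab trafficking list, whose upward shift may reflect the expression, GC content and intron length of its genes: its median lay at percentile 80.8 of 10000 matched lists. The medians of the centriole assembly, satellite, gamma tubulin and earlier SON target lists lay at percentiles 0.22, 1.52, 0.75 and 0, each below the central 95% of lists matched on expression, GC content and intron length.

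Genes with short introns fell more. The hypothesis was that loss of SON lowers the mRNA of genes with short introns, in each GC tertile. Over 12539 multi-exon protein-coding genes, the median log2 fold change was -0.51 in the quartile with the shortest introns and 0.16 in the quartile with the longest, a difference of -0.67 (-0.51 and 0.16 with the replicate block). In that shortest-intron quartile 37.1% of genes were called at least 2-fold lower, against 10.8% in the longest. The difference was -0.35 in the middle GC tertile and -1.03 in the highest GC tertile, but 0.04 in the lowest, where 254 genes have short introns. The prediction for each tertile was therefore not met. GC content alone did not account for the pattern, given the difference of -1.03 within the highest GC tertile, and neither did expression level, since the difference was -1.14, -0.75 and -0.40 from the lowest to the highest tertile of expression. After the GC and length correction the medians were -0.17 and 0.12 (-0.18 and 0.12 with the block), and under cyclic loess normalization -0.50 and 0.19; with library size alone both were below 0 (-0.70 and -0.03). A joint effect of short introns and high GC content remains a hypothesis. Reads over introns, which would show retention, were not analysed here.

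Genes nested inside introns gave no sign of more unspliced RNA. The share of counts at 894 sense-intronic genes was 197 ± 15.7 CPM of the library total in siControl and 156 ± 9.0 CPM in siSON (SD, n = 3 each), a log2 ratio of -0.33, and it was lower in all 3 siSON libraries. An mRNA kit may capture little unspliced RNA, so intron retention is not excluded by this ratio. The share is of library totals, and TMM factors averaged 1.07 in siControl and 0.934 in siSON. Under TMM scaling the fall is therefore smaller, and the groups overlap. The share was 179 CPM in siControl replicate 3 (TMM factor 1.07) and 163 CPM in siSON replicate 1 (0.926). Scaling by these factors puts siSON replicate 1 above siControl replicate 3. Of 158 sense-intronic genes tested, 19 were higher and 43 lower, with a median log2 fold change of -0.30. They were not compared with genes matched on expression. As a check on genomic DNA, counts at 385 olfactory receptor genes were compared. Their share was higher in all 3 siSON libraries, with a log2 ratio of 0.76, but it rests on 98 to 214 counts per library, at 34 of the 385 genes. OR2K2, chosen after its values were seen, had 3, 0 and 0 counts in siControl and 65, 48 and 47 in siSON. Without it the log2 ratio was 0.27 and the groups overlapped (1.66 to 1.95 CPM of the library total in siControl, 1.90 to 2.40 in siSON), although siSON was higher in each same-numbered pair. Under TMM scaling this ratio is larger and the groups no longer overlap. The lowest siSON share, 1.90 CPM in replicate 2, has a TMM factor of 0.945. The highest siControl share, 1.95 CPM in replicate 1, has a factor of 1.06. OR51E2 and OR2B6, also chosen after their values were seen, moved in opposite directions, from 77, 55 and 82 counts to 100, 68 and 94 and from 37, 20 and 28 to 4, 12 and 6. Genomic DNA would also add genes with a count, and after thinning the siSON libraries had fewer such genes by a mean difference of -1341.7. The check on olfactory receptor genes was thus met, but through few genes that do not move alike, and the check on genes with a count went the other way; DNA is neither shown nor excluded.

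Non-coding genes were mostly lower, though less so under cyclic loess normalization. Of 790 lincRNA genes tested, 107 were higher and 360 lower, with a median log2 fold change of -0.67, and of 1093 antisense genes 140 were higher and 457 lower (median -0.56). The medians with the replicate block were -0.66 and -0.57. This may not be particular to non-coding genes, because protein-coding genes matched on expression had a median of -0.64. Under cyclic loess normalization the medians were -0.16 and -0.05. There 171 lincRNA genes were higher and 245 lower, and 267 antisense genes were higher and 309 lower. The GC and length correction took the lincRNA median to -0.63 and the antisense median to -0.41 (-0.63 and -0.41 with the block). It moved the lincRNA median little, and after it 111 lincRNA genes were higher and 336 lower. These values argue against GC and length bias, as far as the correction removes it, as the source of the lincRNA fall. Such bias may account for part of the antisense fall. Genes with a count numbered 23701 on average in siControl and 22148 in siSON, and after thinning the mean difference was -1341.7, so library size accounts for part of that difference and not for all of it. Antisense genes followed the gene on the opposite strand with a correlation only 0.153 above that with the next gene (0.187 against 0.0334 over 791 genes). Processed pseudogenes did not share the fall. Those matched on expression to the lincRNA genes had a median of 0.30, and of 582 tested 151 were higher and 46 lower (83 and 67 with library size alone). Under cyclic loess normalization 321 were higher and 22 lower, with a median of 0.72. Their log2 fold changes followed those of the genes they are named after, with a Spearman correlation of 0.652 over 373 pairs and 0.00330 after shuffling, so reads shared with parent genes are a candidate source. For that reason pseudogenes cannot show how weakly counted genes behave in general.

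A list of 60 proliferation genes shifted downward (limma camera adjusted p 0.00211 over 3 lists, and 0.000365 with the replicate block; 11 higher and 35 lower, 49 called with the block against 46 without; median -0.42), as fewer cycling cells would give, and its median lay at percentile 0 of 10000 lists matched on expression, GC content and intron length. The genes move together between libraries (estimated correlation 0.737 without the block and 0.722 with it), and with those estimates the adjusted p was 0.867 and 0.833. Whether the list shifts therefore depends on whether the correlation is assumed or estimated. Its members, named after their values were seen, did not move as a unit. Genes of DNA replication entry fell, with log2 fold changes of -4.49 for CCNE2, -3.35 for TK1, -2.86 for CDC45 and -2.22 for E2F1, whereas mitotic genes went both ways: BUB1 (0.74), PLK1 (0.57), BIRC5 (0.54) and TPX2 (0.52) rose, and HMMR (-1.23), KIF20A (-1.01), NCAPG (-0.80), CCNB2 (-0.75), CDK1 (-0.72) and CENPE (-0.63) fell. Each kept its direction under RLE factors, library size alone, cyclic loess normalization, the GC and length correction and the replicate block. Histone genes took 99.2 ± 9.60 CPM of the library total in siControl and 58.5 ± 1.73 in siSON (SD, n = 3 each). TMM factors averaged 1.07 in siControl and 0.934 in siSON, so this fall is smaller under TMM scaling. How fully an mRNA kit captures histone mRNAs was not examined, so these shares do not measure the number of cycling cells.

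A list of SR family splicing factor genes and related genes, among them CLK1, LUC7L and RBM39, showed no upward shift (camera adjusted p 0.885, and 0.898 with the replicate block). This went against a hypothesis of compensating increases. Of 29 tested, 8 were higher and 8 lower (11 and 8 with the block), and the median log2 fold change was 0.01. It was -0.19 with library size alone (3 higher, 14 lower) and -0.22 under cyclic loess normalization (6 higher, 16 lower). For the 27 with annotated introns and GC content the median lay at percentile 1.07 of lists matched on expression, GC content and intron length, below their central 95% (0.03 to 0.52), so the list was low for its kind of gene. The share called changed was 51.9% of those 27, against a mean of 83.8% in lists matched on expression, and below all 10000 of those lists (percentile 0). These comparisons were made after the values were seen, and no technical explanation was tested for the low share. The rise of PTBP2 came with falls of its paralogs PTBP1 (-0.86, adjusted p 6.66e-08, and 8.39e-09 with the block) and PTBP3 (-1.31, adjusted p 3.13e-07, and 1.57e-09 with the block), both looked up after the PTBP2 rise was seen; PTBP1 fell by 0.28 after the GC and length correction. Reads shared between the paralogs were not tested for.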
